A study of Mus musculus with 16 samples. Its data were reported in "RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2" (2019).

How the data were processed

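RNA had been prepared by the authors from 16 single newborn XX ovaries, 4 for each of 4 genotypes. After amplification it was hybridised to Affymetrix Mouse Genome 430 2.0 arrays. The control ovaries carried 1 functional floxed and 1 wild-type Runx1 allele and no Cre. The Runx1 KO ovaries carried a Runx1 null allele, a floxed allele and an Sf1-cre transgene, which deletes the floxed allele in somatic cells of the gonad. The Foxl2 KO ovaries carried 2 Foxl2 null alleles without Cre, and the DKO ovaries carried both sets of changes with Cre. The lines had mixed backgrounds, and no scan dates or batches were used here.

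The deposited intensities are linear values per probe set, which the authors summarised with Affymetrix Expression Console 1.2 and which were scaled so that the mean of each array, after trimming 2% at each end, is the same. The summarisation algorithm is not stated. The design had assumed log2 values, as the study tested log2 values from another program. Because the deposited values are linear and reach close to 0, 16 was added to each before log2 was taken, a choice made after the data were examined. The comparisons, tests, gene lists, rule for described genes and most alternatives were set before the data were examined. All 16 value columns were matched to samples, with 0 left over.

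Of 45101 probe sets, 64 were control probe sets, 34945 matched 1 gene, 932 matched several and 9160 had no gene given. Where a gene had several probe sets, which held for 9009 genes, the probe set with the highest mean log2 value over the 16 arrays stood for it, giving 18194 genes. One linear model with 4 group means was fitted to all arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with statmod 1.5.0. The residual degrees of freedom were 12 and those of the prior 3.32. There were 6 contrasts: each knockout group against control, DKO against each single knockout, and the interaction, which is the DKO minus Foxl2 KO difference less the Runx1 KO minus control difference. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over genes within a contrast, and a gene was called at an adjusted p under 0.05. Errors are the moderated standard errors of the contrasts.

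The genes described were Runx1 and Foxl2, the 10 with the largest rise and the 10 with the largest fall among called genes whose 4 knockout values all lay beyond the 4 control values, the genes that the study named from these samples, and up to 4 members of each list with the smallest p. For DKO against the single knockouts and for the interaction 5 and 5 were taken, for the interaction without the condition on single values. Predicted genes were counted and not described.

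In all, 21 gene lists of cell types and pathways were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over lists within a contrast. They hold 233 genes, of which 214 were measured. Further lists of blood, liver and bone cells were written to examine 1 control array. A list score is the mean over its genes of the deviation from each gene's mean over the arrays.

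Shared calls were set against independent lists and against fits in which the controls were split 2 and 2 between the comparisons, and correlations of fold changes against 100 random relabellings of the residuals (the middle 95% is given). Other splits of the arrays were counted in full for pairs of groups (35 splits of 8 arrays) and by 100 draws for the interaction. Arrays far from the rest of their group were found with Dixon's ratio of the gap to the range, at a critical value of 0.829 for 4 samples. Calls near the targeted genes were counted within 20 Mb and tested with Fisher's exact test.

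The method was tested on simulated data with normal noise of each gene's residual spread, independent between genes, in which 200 genes were changed, with 10 runs for each of 5 contrasts. It recovered 17.9% to 21.6% of 1.5-fold changes, 56.6% to 60.1% of 2-fold changes and 92.0% to 94.4% of 4-fold changes, and 4.65% to 7.11% of calls were false. Replicate numbers did not pair the arrays. Of 24 pairs of arrays from different groups with the same number, 1 had a residual correlation above 0.1, and the median was -0.0318.

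Alternatives were equal array medians, quantile normalization, the mean of all probe sets of a gene, every probe set on its own, no probe sets shared between transcripts, genes above the median level, a trended robust prior, array weights, the replicate number as a block, only the groups compared, a 1.5-fold minimum, the one-way analysis of variance of the study's methods with and without adjustment, and leaving out each array in turn. Chosen after the data were examined were no offset, an offset of 50, a floor of 16, the study's rule over every probe set, the oocyte score as a covariate, and the list tests with an estimated correlation without Control replicate 4. Leaving out this array was planned as for the others, and it was singled out in the list results after they were seen. The change in the median of all genes was under 0.1 in every contrast under the scalings tried. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, from tables read with pandas 2.3.3.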

Results

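Gene expression was measured in 16 newborn XX ovaries, 1 array for each ovary and 4 ovaries for each genotype. The genotypes were control, Runx1 KO (Runx1 deleted in somatic cells of the gonad by a Cre transgene, with the other allele null), Foxl2 KO (both alleles null) and the double knockout (DKO), which carried both changes. RUNX1 and FOXL2 are transcription factors of pre-granulosa cells, the supporting cells of the fetal ovary. The Runx1 KO and DKO ovaries carried the Cre transgene and the control and Foxl2 KO ovaries did not, so the effect of Runx1 loss and that of the transgene cannot be separated in this design. The deposited intensity had the same trimmed mean in every array, and its median ran from 134 to 177 between arrays. Of the probe sets, 11.2% to 15.6% per array lay below an intensity of 16. Y-linked genes, which XX ovaries lack, read up to a mean log2 level of 5.34 (intensity plus 16), taken as background after the values were seen. The means of Rag1 and Bves in Runx1 KO, of Slco1a4, Shisa9 and Bves in Foxl2 KO, and of Akr1c18, Rag1, Slco1a4, Bves and Esr2 in DKO lay below it, so their falls are lower bounds, as are the rises of Pla2g2f, whose control mean lay below it. The number of arrays limits the precision, and the median standard error of a log2 difference between groups was 0.20 (n = 4 per group). Changes are given as log2 differences ± standard error with n = 4 ovaries per group, and a gene is said to rise or fall at a limma adjusted p under 0.05 over 18194 genes. The exceptions are counts stated as adjusted over a list alone, which use the same threshold over the genes of that list. Positions in the genome are given only as distances from Foxl2 or Runx1, because the processed files name no build. The distances were taken from GRCm38.p6, in which 18032 of the tested genes had an entry.

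The first question was whether the targeted transcripts differed as the genotypes state. Foxl2 had intensities of 2774 to 4241 in the control ovaries, 484 to 890 in the Foxl2 KO ovaries and 570 to 839 in the DKO ovaries. It fell 4.99-fold in Foxl2 KO (log2 -2.32 ± 0.20, limma adjusted p = 8.84e-06) and 5.16-fold in DKO (log2 -2.37 ± 0.20, adjusted p = 5.55e-06), and was not called in Runx1 KO (log2 -0.21 ± 0.20, adjusted p = 0.846). Runx1 did not pass the test in any of the 3 knockout groups. Its log2 difference from control was -0.64 ± 0.19 in Runx1 KO (adjusted p = 0.398), 0.21 ± 0.19 in Foxl2 KO (adjusted p = 0.764) and -0.01 ± 0.19 in DKO (adjusted p = 0.997). The Runx1 KO ovaries spanned 932 to 2127, against 2142 to 2359 in the controls and 2111 to 2370 in DKO. Runx1 KO replicate 4 gave the 2127, and Runx1 KO replicates 1 to 3 lay at 932 to 1701. Tested alone, the Runx1 KO difference had an unadjusted limma p of 0.00436, or 0.0102 adjusted over the genes that the study named. It goes in the direction of the genotype, but was not called over all genes. Where the Runx1 probes lie relative to the deleted part of the gene was not looked up. The control-level signal in DKO therefore neither bears out nor contradicts its Runx1 genotype.

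**Figure D1:**
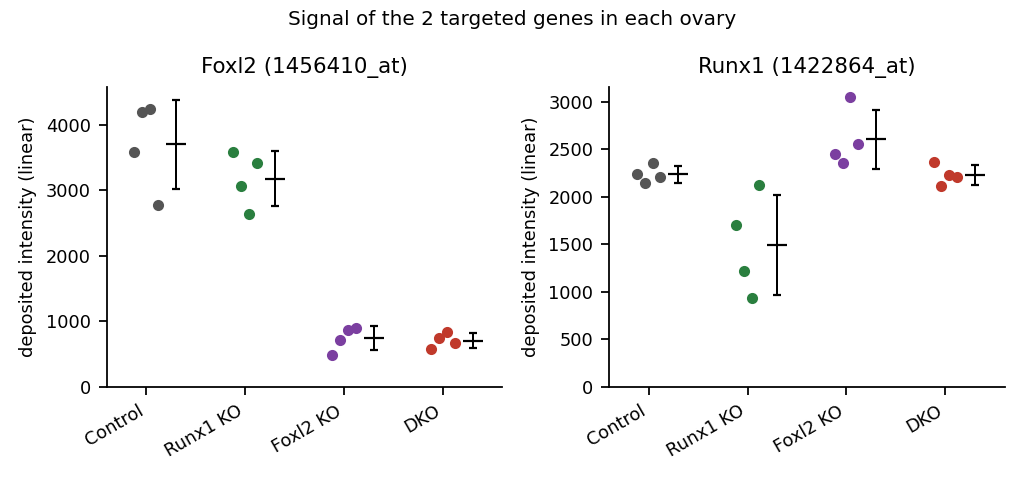
Deposited linear intensity of Foxl2 (left) and Runx1 (right) in each ovary, 4 per genotype, with the mean and SD beside the points. Foxl2 lies between 484 and 890 in the Foxl2 KO and DKO ovaries, below every control ovary, while Runx1 in the DKO ovaries (2111 to 2370) lies at the level of the controls (2142 to 2359).

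Loss of Runx1 alone was compared with control to find the genes that depend on Runx1. The largest fall as measured was that of Col8a1, a chain of type VIII collagen, which was 9.99-fold lower in the Runx1 KO ovaries (log2 -3.32 ± 0.29, n = 4, limma adjusted p = 0.000143). The falls of Rag1 and Bves in Runx1 KO are lower bounds and cannot be ranked against it. Akr1c18, an enzyme that inactivates progesterone, fell 7.53-fold (log2 -2.91 ± 0.31, adjusted p = 0.000729), and Ryr2, a calcium release channel, fell too (log2 -2.58 ± 0.34, adjusted p = 0.00382). Hsd3b1, which makes progesterone from pregnenolone, fell 2.88-fold (log2 -1.53 ± 0.20, adjusted p = 0.00382). Bcan, which encodes the proteoglycan brevican, rose 5.99-fold (log2 2.58 ± 0.32, adjusted p = 0.00271), and the BMP receptor gene Bmpr1b rose 2.28-fold (log2 1.19 ± 0.17, adjusted p = 0.00793).

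In all, 22 genes were called in Runx1 KO, 9 higher and 13 lower, and 1335 genes had an unadjusted p under 0.05. Ank (log2 -1.83 ± 0.23), Gxylt2 (-1.17 ± 0.15), the recombinase gene Rag1 (-2.08 ± 0.32) and the zinc finger repressor gene Gfi1 (-1.44 ± 0.23) were also among the genes that fell. The homeobox gene Msx2 (1.31 ± 0.23) and Fgf9 (0.98 ± 0.17), a growth factor that favours Sertoli cell fate, were among those that rose. Fgf9 was the only one of 22 Sertoli cell genes that passed, and 3 rose when adjusted over the list alone. None of the 19 measured pre-granulosa genes passed, and 2 fell when adjusted over the list alone. Fst, which encodes the activin antagonist follistatin, had a log2 difference of -1.18 ± 0.34 (adjusted p = 0.372). Of the 8 measured steroidogenic genes, Hsd3b1 fell and 7 did not pass. The list's median was -0.12 and its mean -0.34, with a limma camera adjusted p of 0.00671, and adjusted p = 0.0866 with an estimated correlation. The endothelial list was lower (median log2 -0.22, adjusted p = 0.00570, and adjusted p = 0.673 with an estimated correlation), with no member of 10 called. Tie1 (-0.52 ± 0.21, adjusted p = 0.591) and Cdh5 (-0.53 ± 0.21, adjusted p = 0.605) stood nearest to the threshold in that list.

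The oocyte list was higher in Runx1 KO (median log2 0.41, adjusted p = 0.0335, and adjusted p = 0.951 with an estimated correlation), again with no member of 16 called, Gdf9 among them (1.22 ± 0.52, adjusted p = 0.625). The oocyte score, the mean deviation of the list's genes from their level over all arrays, ran from -0.53 to 1.08 among Runx1 KO ovaries and from -0.83 to 0.38 among controls. Without Control replicate 4 the oocyte list was not called (median 0.24, adjusted p = 0.481). Among 14 measured genes that the study named from these samples, 1 rose and 1 fell, against 3 and 4 when adjusted over the list alone, which is not independent evidence. The count of 22 was 12 without Runx1 KO replicate 1, 12 without Runx1 KO replicate 4 and 13 without Control replicate 2. Of the 20 described genes that were called, 9 kept the call whichever array was left out and 4 kept it under every alternative tried, the calls of Fgf9 and Msx2 were each lost in 13 of 16 such fits and that of Gfi1 in 5 (adjusted p up to 0.0845), and that of Rag1 was lost without Control replicate 2 or Runx1 KO replicate 4 (adjusted p = 0.0613).

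Loss of Foxl2 alone was compared with control to find the genes that depend on Foxl2. Col8a1 fell 27.2-fold in the Foxl2 KO ovaries (log2 -4.76 ± 0.29, n = 4, limma adjusted p = 3.96e-07). Further Col8a1 probe sets, at mean log2 levels of 7.07 and 6.57, gave smaller changes of -1.46 and -3.53. Nr5a2, a nuclear receptor of granulosa cells, fell 12.5-fold (log2 -3.64 ± 0.25, adjusted p = 7.66e-07), the anion transporter gene Slc26a7 fell 11.2-fold (log2 -3.49 ± 0.22, adjusted p = 3.96e-07) and Akr1c18 fell 9.50-fold (log2 -3.25 ± 0.31, adjusted p = 3.07e-05). The sodium-calcium exchanger gene Slc8a3 rose 6.91-fold (log2 2.79 ± 0.29, adjusted p = 9.05e-05). Dhh, the hedgehog ligand that Sertoli cells secrete in the fetal testis, rose 4.93-fold (log2 2.30 ± 0.22, adjusted p = 3.99e-05), and Nr0b1, an orphan nuclear receptor gene, rose 3.81-fold (log2 1.93 ± 0.19, adjusted p = 3.99e-05).

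In all, 276 genes were called in Foxl2 KO, 148 higher and 128 lower, and 1999 had an unadjusted p under 0.05. Slco1a4 (log2 -3.00 ± 0.19), Chst9 (-2.99 ± 0.21), the matrix protein gene Thbs1 (-2.97 ± 0.24), Shisa9 (-2.82 ± 0.33) and Clstn2 (-2.32 ± 0.16), which lies 1.51 Mb from Foxl2, were among the 10 with the largest fall as measured. Chl1 (2.31 ± 0.42), Pla2g2f (2.30 ± 0.33), Efhd1 (2.11 ± 0.21), Pcp4 (2.08 ± 0.34), Prkg2 (2.01 ± 0.20) and Chit1 (1.92 ± 0.23) were among the 10 with the largest rise. Of 22 Sertoli cell genes 5 rose, 1 fell and 16 did not pass, and 9 rose and 2 fell when adjusted over the list alone. Hsd17b3 (2.33 ± 0.32), the transcription factor genes Sox9 (1.46 ± 0.16) and Dmrt1 (1.56 ± 0.24), and Cst9 (1.51 ± 0.24) rose with Dhh. Clu fell by 0.67 ± 0.13, a call lost without Control replicate 3 (adjusted p = 0.0627), Foxl2 KO replicate 2 or Foxl2 KO replicate 3. Amh, the hormone by which Sertoli cells remove the female ducts, was not called (0.15 ± 0.22, adjusted p = 0.863), but its mean lay below background in every group, so this says nothing about Amh. The Sertoli list as a set was higher (median 0.40, adjusted p = 5.72e-05, and adjusted p = 0.0842 with an estimated correlation).

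Of the 19 pre-granulosa genes 3 rose and 3 fell in Foxl2 KO, and 5 and 5 when adjusted over the list alone, with a list median of 0.21 and a mean of -0.05. The estrogen receptor gene Esr2 (-1.56 ± 0.28, adjusted p = 0.00741) and Kitl (-0.86 ± 0.20, adjusted p = 0.0367), which encodes the ligand of the KIT receptor, fell with Foxl2, the Kitl call being lost in 7 of 16 fits that left out 1 array (adjusted p up to 0.120, without Control replicate 3). Nr0b1, Wnt9a (1.25 ± 0.23) and Lef1 (1.02 ± 0.15, adjusted p = 0.00153), a nuclear partner of beta-catenin, rose. Lef1 was also the only one called of 9 WNT target genes, which as a set were higher (median 0.41, adjusted p = 0.00344, and adjusted p = 0.508 with an estimated correlation). The early response and stress list was lower (median -0.30, adjusted p = 0.00344, and adjusted p = 0.508 with an estimated correlation), with no member of 10 called and Hspa1b nearest (-0.99 ± 0.24, adjusted p = 0.0570). The erythroid list was lower as well (median -0.94, adjusted p = 0.00776, and adjusted p = 0.511 with an estimated correlation), with no member of 10 called. The erythroid score was 2.84 in Control replicate 4 and at most 0.16 in the other 15 arrays, and without that ovary the erythroid median was -0.06 (adjusted p = 0.391). Among the 14 genes that the study named from these samples, 3 rose and 2 fell, against 6 and 4 when adjusted over the list alone, which is not independent evidence. Pla2r1 (-2.31 ± 0.40, adjusted p = 0.00608) was 1 of them. The count of 276 was 183 without Control replicate 3, and with equal array medians 97 genes were higher and 144 lower, the reverse of the balance given above.

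Loss of both genes was compared with control to find what the combined loss changes. Col8a1 (29.4-fold, log2 -4.88 ± 0.29, n = 4, limma adjusted p = 2.75e-07), Akr1c18 (at least 15.6-fold, log2 -3.96 ± 0.31, adjusted p = 3.09e-06), Slc26a7 (12.9-fold, log2 -3.69 ± 0.22, adjusted p = 2.75e-07) and Thbs1 (11.8-fold, log2 -3.56 ± 0.24, adjusted p = 5.82e-07) had the largest falls as measured in the DKO ovaries. The falls of Akr1c18, Rag1, Slco1a4, Bves and Esr2 in DKO are lower bounds, so their place in this order is not known. Nr5a2 fell 10.7-fold (log2 -3.42 ± 0.25, adjusted p = 1.91e-06) and Fst fell 6.38-fold (log2 -2.67 ± 0.34, adjusted p = 0.000334). Pla2g2f, which encodes a secreted phospholipase, rose 8.09-fold (log2 3.02 ± 0.33, adjusted p = 6.65e-05), Bcan rose 7.32-fold (log2 2.87 ± 0.32, adjusted p = 9.25e-05) and Dhh rose 5.72-fold (log2 2.52 ± 0.22, adjusted p = 1.22e-05).

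In all, 388 genes were called in DKO, 232 higher and 156 lower, and 2250 had an unadjusted p under 0.05. Rag1 (log2 -2.92 ± 0.32), Ryr2 (-2.87 ± 0.34), Chst9 (-3.41 ± 0.21) and Slco1a4 (-2.99 ± 0.19) also fell. Ecrg4 (2.56 ± 0.45), Bmerb1 (2.53 ± 0.23), Prkg2 (2.40 ± 0.20), Nr0b1 (2.29 ± 0.19), Mmd2 (2.21 ± 0.23) and Pax8 (2.23 ± 0.35), a transcription factor gene of the mesonephric ducts, also rose. Of 22 Sertoli cell genes 6 rose, none fell and 16 did not pass, and 9 rose when adjusted over the list alone. They were Dhh, Dmrt1 (2.00 ± 0.24), Cst9 (1.70 ± 0.24), Sox9 (1.41 ± 0.16), Fgf9 (1.02 ± 0.17) and Nr5a1 (1.34 ± 0.15), which encodes steroidogenic factor 1. Amh, again below background, was not called (0.46 ± 0.22, adjusted p = 0.424). The list as a set was higher (median 0.38, adjusted p = 6.90e-05, and adjusted p = 0.0889 with an estimated correlation), and so were the WNT target genes (median 0.38, adjusted p = 0.00538, and adjusted p = 0.492 with an estimated correlation). Lef1 (0.69 ± 0.15) was the only one of 9 called, and its call was lost without DKO replicate 1, 2 or 4 (adjusted p up to 0.0741).

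Of the 19 pre-granulosa genes 2 rose and 5 fell in DKO, and 5 and 6 when adjusted over the list alone. Esr2 fell by at least 2.04 ± 0.28 and Kitl by 1.10 ± 0.20, beside Foxl2, Fst and Cdkn1b (-0.80 ± 0.19), an inhibitor of the cell cycle whose call was lost in 10 of 16 fits that left out 1 array. The list as a set did not pass in camera (median -0.01, adjusted p = 0.306), with an estimated correlation or in fry. Among the 14 genes that the study named from these samples 6 rose and 5 fell, and 6 and 5 when adjusted over the list alone, which is not independent evidence. Besides those above, Pdgfc rose (1.18 ± 0.26), Foxp1 (-0.54 ± 0.11) and Pla2r1 (-1.71 ± 0.40) fell, and Itpr2 did not pass (-0.38 ± 0.19, adjusted p = 0.430). With 1 array left out the call of Pla2r1 was lost in 7 fits (adjusted p up to 0.105), that of Foxp1 without Control replicate 2, DKO replicate 1 or DKO replicate 3 (up to 0.0603), and that of Pdgfc without Control replicate 1, DKO replicate 1 or DKO replicate 3 (up to 0.0881). The count of 388 lay between 277 and 395 when each array was left out in turn.

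**Figure D2:**
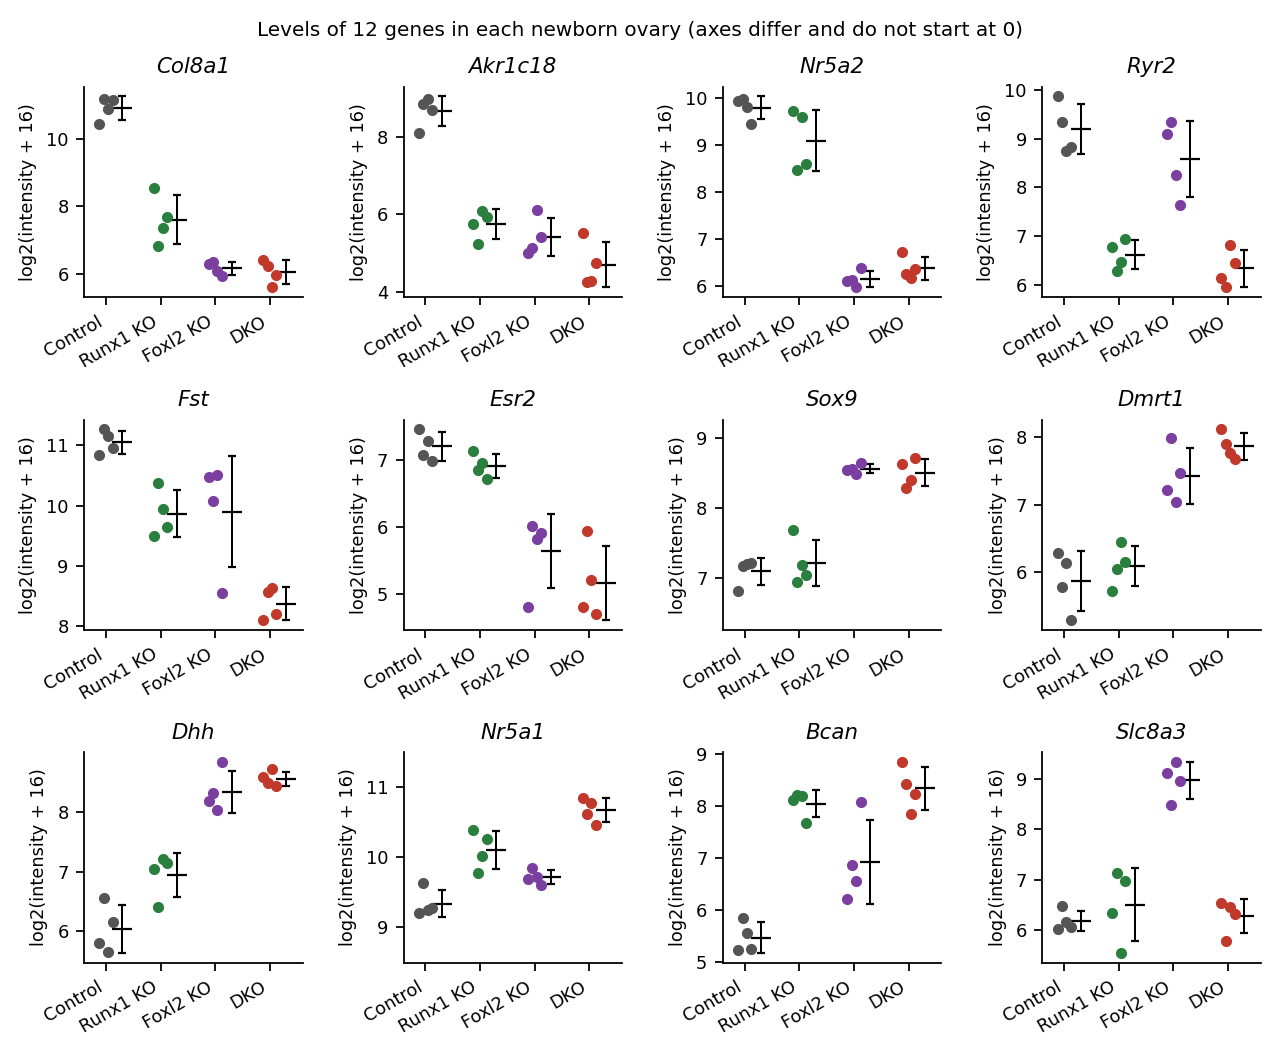
Level of 12 genes in each ovary as log2 of the deposited intensity plus 16, 4 ovaries per genotype, with the mean and SD beside the points. Axes differ between genes and do not start at 0. Slc8a3 rose by 2.79 in Foxl2 KO and its DKO level was near that of the controls, while Ryr2 fell by 2.58 in Runx1 KO and by 2.87 in DKO.

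**Figure D3:**
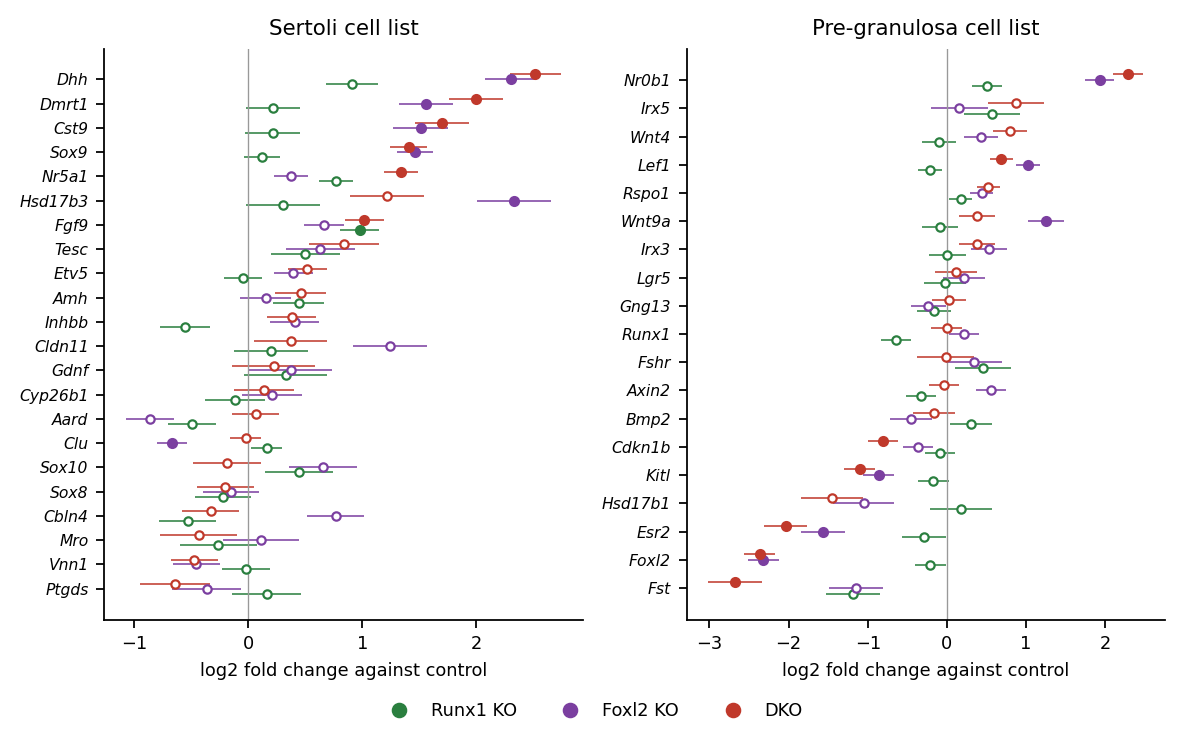
Log2 fold change against control of the 22 Sertoli cell genes (left) and 19 pre-granulosa genes (right) in the Runx1 KO, Foxl2 KO and DKO ovaries, with lines of ± 1 standard error (n = 4 ovaries per group). Filled points passed the limma test over all genes, 6 Sertoli cell genes in DKO, 6 in Foxl2 KO and 1 in Runx1 KO.

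The DKO ovaries were compared with the Foxl2 KO ovaries to see what the added loss of Runx1 changes. Slc8a3 was 6.47-fold lower in DKO (log2 -2.69 ± 0.29, n = 4, limma adjusted p = 0.00121), and Ermp1, a peptidase gene of the endoplasmic reticulum, was 2.39-fold lower (log2 -1.26 ± 0.13, adjusted p = 0.00121). Msx2 rose 3.24-fold (log2 1.70 ± 0.23, adjusted p = 0.00775) and Elovl6, a fatty acid elongase gene, rose 2.69-fold (log2 1.43 ± 0.19, adjusted p = 0.00757). Ryr2 fell 4.75-fold (log2 -2.25 ± 0.34, adjusted p = 0.0215) and Nr5a1 rose 1.95-fold (log2 0.96 ± 0.15, adjusted p = 0.0215). The study lists the Cre transgene as Nr5a1-cre. Nr5a1 differed by 0.77 ± 0.15 in Runx1 KO (adjusted p = 0.0718) and by 0.38 ± 0.15 in Foxl2 KO, which lacks Cre (adjusted p = 0.332). Whether its probe set reads the transgene was not looked up, so its rise cannot be assigned to Runx1 loss. In all, 11 genes were called, 4 higher and 7 lower, and 978 had an unadjusted p under 0.05. Osr2 (1.76 ± 0.29) rose, and Prr5l (-1.36 ± 0.18), Ank (-1.40 ± 0.23) and Gxylt2 (-0.86 ± 0.15) fell. No list passed in camera, with an estimated correlation or in fry. Of the Sertoli cell genes Nr5a1 alone rose over all genes, and 3 rose and 4 fell when adjusted over the list alone. Sox9 differed by -0.05 ± 0.16 (adjusted p = 1.00), Dmrt1 by 0.44 ± 0.24 (adjusted p = 0.984) and Fst by -1.52 ± 0.34 (adjusted p = 0.164). Of the 14 genes that the study named from these samples 1 rose and 1 fell, against 1 and 3 when adjusted over the list alone, which is not independent evidence. The count of 11 was 6 without Foxl2 KO replicate 1 and 7 without Foxl2 KO replicate 3, and without the former neither Ryr2 nor Nr5a1 was called (adjusted p = 0.104 for each). Over all 16 such fits the calls of Ryr2, Nr5a1, Ank, Osr2 and Gxylt2 were lost in 4, 6, 10, 11 and 14 (adjusted p up to 0.158, for Gxylt2), and 2 of the 10 described genes that were called kept the call under every alternative tried.

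The DKO ovaries were compared with the Runx1 KO ovaries to see what the added loss of Foxl2 changes. Chst9, a sulfotransferase gene, was 12.5-fold lower in DKO (log2 -3.64 ± 0.21, n = 4, limma adjusted p = 1.55e-07), and Slco1a4, an organic anion transporter gene, was at least 11.8-fold lower (log2 -3.56 ± 0.19, adjusted p = 9.92e-08). Slc26a7 (log2 -3.32 ± 0.22), Thbs1 (-3.12 ± 0.24) and Nr5a2 (-2.72 ± 0.25) fell too. Efhd1 rose 4.38-fold (log2 2.13 ± 0.21, adjusted p = 6.07e-05), Vdr, the vitamin D receptor gene, rose 4.23-fold (log2 2.08 ± 0.26, adjusted p = 0.000699), and Egfl6 rose 3.48-fold (log2 1.80 ± 0.25). Hamp2 rose as well (log2 2.15 ± 0.38, adjusted p = 0.0105), on a probe set that can match several transcripts. When such probe sets were left out it differed by -0.19. The probe set then used had a mean log2 level of 4.52, below background, so the -0.19 says nothing about Hamp2. In all, 180 genes were called, 77 higher and 103 lower, and 1715 had an unadjusted p under 0.05. Of 22 Sertoli cell genes 4 rose, and 9 rose and 1 fell when adjusted over the list alone. These were Sox9 (1.29 ± 0.16), Dmrt1 (1.78 ± 0.24), Dhh (1.61 ± 0.22) and Cst9 (1.48 ± 0.24). The Sertoli list was higher (median 0.23, adjusted p = 0.000126, and adjusted p = 0.131 with an estimated correlation). The WNT target genes were higher as well (median 0.34, adjusted p = 3.66e-05, and adjusted p = 0.137 with an estimated correlation), with Lef1 (0.90 ± 0.15) and Rnf43 (0.83 ± 0.19) called. The oocyte list was lower (median -0.55, adjusted p = 0.00150, and adjusted p = 0.701 with an estimated correlation), with no member of 16 called, among them Gdf9 (-1.37 ± 0.52, adjusted p = 0.364). Its score ran from -0.53 to 1.08 among the Runx1 KO ovaries. The Rnf43 call was lost in 11 of 16 fits that left out 1 array (adjusted p up to 0.148). The count of 180 was 113 without Runx1 KO replicate 1, 116 without Runx1 KO replicate 3 and 111 without DKO replicate 3.

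The interaction asks whether Runx1 loss acts differently in ovaries with and without Foxl2. Slc8a3 differed by -3.01 ± 0.42 (n = 4, limma adjusted p = 0.0235), since it rose in Foxl2 KO and was near the control level in DKO, with a mean log2 level of 6.28 against 6.19 in control. A second Slc8a3 probe set gave -1.05 (unadjusted p = 0.0147 in limma). Its mean log2 level over the arrays was 4.57, below the background of 5.34, so it adds no evidence for this interaction. Col8a1 differed by 3.21 ± 0.42 (adjusted p = 0.0212), because each single loss lowered it and the combined loss lowered it little further. For the probe set used, the sum of both single effects would put Col8a1 at a log2 level of 2.84. This is below the 4 to which an intensity of 0 is mapped, so the Col8a1 interaction is set in part by the scale. Slc8a3 and Col8a1 were the only genes called, and 970 had an unadjusted p under 0.05. The Col8a1 call was lost in 7 and the Slc8a3 call in 10 of the 16 fits that left out 1 array, both without Control replicate 4 (adjusted p = 0.0831 for Col8a1 at its highest). Neither was called in the adjusted one-way analysis (adjusted p = 0.203 for each), with the replicate number as a block, without an offset, with a floor of 16 or with the oocyte score as a covariate.

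The next question was whether the single knockouts change common genes. Of the 22 genes called in Runx1 KO, 13 (59.1%) were called in Foxl2 KO in the same direction, 6 higher and 7 lower, and all of them also in DKO. At an unadjusted p under 0.05 and over 1.5-fold in a one-way analysis the share was 35.7% (182 of 510), and 36.7% (187) when either direction counted. Bcan, Bmpr1b, Map3k21, Ddo, Cp and Mycn were higher, and Col8a1, Akr1c18, Rag1, Hsd3b1, Gfi1, Bves and Tifa were lower, with Tifa named here after its values were seen. Independent lists of these sizes would share 0.0732 higher and 0.0915 lower genes. Both comparisons use the same controls and the same residual variance of each gene, which the counts for independent lists do not allow for. Across genes, which are not independent replicates, the fold changes correlated with r = 0.534, which was within the 0.130 to 0.706 that held 95% of the values from 100 random relabellings of the residuals, with 36 of 100 at least as high, so this correlation is not set apart from what shared controls give. With the controls split between the comparisons, 2 and 2, the single knockouts shared 2 to 5 calls over 6 splits and r fell to a mean of 0.120. Each comparison then had fewer controls, which by itself lowers the number of calls. The drop from 13 therefore cannot be put down to shared controls alone, and 2 to 5 calls were shared without a common control. The count of 13 was 7 without Control replicate 1, Control replicate 2 or Runx1 KO replicate 1 and 8 without Runx1 KO replicate 4.

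Of the genes that fell in DKO, 94 (60.3%) also fell in Foxl2 KO and 12 (7.69%) in Runx1 KO. Of those that rose in DKO, 88 (37.9%) also rose in Foxl2 KO and 8 (3.45%) in Runx1 KO. In a one-way analysis at an unadjusted p under 0.05 and over 1.5-fold, the shares with Foxl2 KO were 56.4% for genes that fell and 42.4% for genes that rose. When each array was left out in turn, the shares with Runx1 KO ran from 5.06% to 10.8% for genes that fell. For genes that rose they ran from 0.922% to 4.19%. At an unadjusted p under 0.05 and over 1.5-fold in a one-way analysis the shares with Runx1 KO were 22.1% and 19.5% in the same order. With only the groups compared they were 4.42% and 0.629%, and with the mean of probe sets 6.80% and 0.877%. Over the 232 genes that rose in DKO, the median log2 change was 1.08 in DKO, 0.74 in Foxl2 KO and 0.41 in Runx1 KO. Over the 156 that fell, it was -1.19, -0.95 and -0.31, and choosing the genes on the DKO values favours the DKO median. Of these genes, 142 that rose and 57 that fell were called in DKO and in neither single knockout. Apart from Slc8a3 and Col8a1, no gene was shown to respond to Runx1 loss differently with and without Foxl2. With the controls split, which again leaves fewer controls per comparison, DKO and Foxl2 KO shared 66 to 77 calls, and DKO and Runx1 KO shared 2 to 8.

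The effect of each loss could also be estimated from arrays with no sample in common. The change by Runx1 loss with Foxl2 present (Runx1 KO against control) and absent (DKO against Foxl2 KO) correlated across genes with r = 0.0682, and 5 calls were shared, Msx2 higher and Ryr2, Ank, Gxylt2 and Slc23a2 lower, with Slc23a2 named after its values were seen. The change by Foxl2 loss with Runx1 present and absent correlated with r = 0.322, and 99 calls were shared, 39 higher and 60 lower, with Nr5a2, Slc26a7, Sox9 and Dhh among them. Independent lists of these sizes would share 0.00198 higher and 0.00500 lower genes for Runx1 loss. For Foxl2 loss they would share 0.626 higher and 0.725 lower genes. All tests came from 1 fit to all arrays, so both tests of a gene used the same residual variance. The counts for independent lists do not allow for this. Neither correlation lay outside the middle 95% of relabelled values, -0.248 to 0.349 for Runx1 loss and -0.390 to 0.461 for Foxl2 loss. Of 100 relabellings, 42 and 8 gave values at least as high.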

Values the study reported

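In the study, genes were called by a one-way analysis of variance at p under 0.05 and over 1.5-fold. The share of genes altered by Runx1 loss that Foxl2 loss altered too was 41%, with no direction stated. Its double knockout differed from control in 918 genes. Foxl2 KO alone showed the same fall for 61% of the genes that the double knockout lowered, and the same rise for 43% of those that it raised.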

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

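The tests of liver tissue and of degraded RNA in Control replicate 4, the list test without that array and both tests of the Runx1 signal in DKO were chosen only after the result was seen. The bounds of the tests of degraded RNA (changed 2 times) and of kept Runx1 function (changed 1 time) were rewritten after their values were known, and the first bounds would have excluded both.

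Control replicate 4 had an erythroid score of 2.84, with the other 15 arrays between -0.48 and 0.16, and a proliferation score of 0.79. Of lists written before they were looked at, red-cell genes were 4.28 and neutrophil genes 1.40 above the mean of the other arrays (log2 medians), where the highest other array stood at 0.53 and 0.75. A neutrophil precursor list, at 5.15, was highest in this array in 11 of 11 genes. The B-cell precursor list, the list of mast cells, basophils and eosinophils, and the bone list stood at 0.43, 0.91 and -0.06. The other arrays reached 0.25, 1.18 and 0.34. In each of the first and second of these lists 3 of 8 genes were highest in this array. Among them were Vpreb1 (intensity 500, up to 60 in the other arrays), Ms4a2 (479, up to 93) and Mcpt8 (302, up to 45). Liver is argued against by hepatocyte genes at -0.0261, of which none was highest in this array and Alb had an intensity of 175 (up to 315 in the other arrays), and degraded RNA by the erythroid median of 3.16 beside the neutrophil precursor median, since the largest log2 shift in the 3' to 5' ratios of 3 control transcripts was -0.46 (Gapdh), although those of actin (1.201) and the transferrin receptor (0.647) were the highest of all arrays. Red-cell and neutrophil precursors could account for the list values, but a single array keeps this open, and they cannot be told apart from blood-forming cells of all lineages, since the megakaryocyte and platelet median of -0.0151, set beforehand to exclude these, decides nothing where 2 of 9 members, Gp9 and Ppbp, were highest in this array.

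Runx1 intensity in the DKO ovaries was at the control level, with log2 differences of -0.01, -0.15 and 0.03 in the 3 brightest of 6 probe sets. In Runx1 KO, with the same Runx1 changes and Cre transgene, these 3 gave -0.64, -0.66 and -0.76. DKO against Runx1 KO differed by 0.64, 0.50 and 0.80 (limma adjusted p over probe sets = 0.221, 0.458 and 0.102). Tested as 1 gene, the unadjusted limma p was 0.00470, 0.0218 and 0.00119. The dimmer probe sets read higher in DKO as well, by 0.26, 0.59 and 0.62 (unadjusted p = 0.516, 0.0499 and 0.143). The place of the probes is the same in both groups, so place alone does not account for the difference in the 3 brightest. Runx1 KO replicate 4 lay nearest to DKO, at 2127 against 2111 to 2370 in the brightest. The 22 genes called in Runx1 KO moved mostly the same way in DKO against Foxl2 KO, with a signed median of 0.53 and 19 of 22 in that direction (exact sign test p = 0.000855 across genes, which are not independent). Both comparisons also differ by the Cre transgene, which may have moved these genes, so DKO ovaries that kept Runx1 function and ovaries that lost it cannot be told apart by this. Probes that lie outside the deleted part of Runx1 may still read its transcript in both groups. For the 6 probe sets this cannot be told apart from transcript made in other cells, because their place was not looked up. Why DKO read above Runx1 KO was not resolved, and no biological explanation was tested.

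Within 20 Mb of Foxl2, 12 of 321 genes (3.74%) were called in Foxl2 KO, against 1.49% elsewhere (odds ratio 2.58, 95% interval 1.30 to 4.64, two-sided Fisher exact p = 0.00395). A difference in strain variants linked to the targeted allele may contribute to these calls, among them perhaps Clstn2, which lies 1.51 Mb from Foxl2. Direct regulation of neighbours by FOXL2 was not tested. In DKO against control the odds ratio was 1.33 (two-sided Fisher exact p = 0.431), and of the 12 neighbours 6 (50.0%, against 66.7% of the other 264 called genes) were also called there and all 12 kept their sign, with a median signed log2 of 1.004 against 0.99 elsewhere, while in DKO against Runx1 KO the odds ratio was 1.94 (two-sided Fisher exact p = 0.139). Near Runx1, 0 of 146 genes were called in Runx1 KO (odds ratio 0, upper limit 22.6), too few calls to decide.

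Chance flags about 1 in 20 groups of 4 arrays, and 25 of 396 groups examined held an array far from the others. Among list scores these were stroma in Runx1 KO replicate 2 (-0.41), meiosis in Foxl2 KO replicate 4 (-0.39), oocyte in DKO replicate 1 (-0.63) and WNT targets in Foxl2 KO replicate 4 (0.0146). Among log2 levels of genes in control arrays they were Nr0b1 (7.49) and Sox9 (6.82) in replicate 1, Clu (13.02) in replicate 3, and Slc26a7 (10.003), Slc4a1 (13.27) and Tifa (9.41) in replicate 4. In Runx1 KO they were Gxylt2 (8.56), Chl1 (6.34) and Cst9 (7.31) in replicate 2 and Gfi1 (6.17) in replicate 4. In Foxl2 KO they were Esr2 (4.82) and Hamp2 (9.27) in replicate 1, and Hsd17b3 (9.18) and Slc4a1 (7.27) in replicate 4. In DKO they were Osr2 (7.92) in replicate 1, Chl1 (7.53) in replicate 2, and Chit1 (7.27), Clu (12.38) and Pax8 (9.79) in replicate 3.

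The effect of Runx1 loss was called as different between ovaries with and without Foxl2 for Slc8a3 (-3.01) and Col8a1 (3.21), the latter set in part by the scale, and neither call held under every alternative. Among lists camera called oocyte genes (median -0.95, limma adjusted p = 0.00267, and adjusted p = 0.764 with an estimated correlation) and endothelial genes (median 0.31, adjusted p = 0.0363, and adjusted p = 0.764 with an estimated correlation). No member of either list was called in the interaction. Without Control replicate 4 the oocyte list was not called in it (median -0.75, adjusted p = 0.0923).

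Probe sets without a single gene, 10092 in all, were left out of the comparisons. Of these, 4 were called in Runx1 KO, 21 in Foxl2 KO, 36 in DKO and 22 in DKO against Runx1 KO.

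Chance in the grouping of arrays was excluded for the calls of the 5 comparisons of pairs of groups. Of 35 splits of the 8 arrays of a pair of groups, only the real one (1 of 35) gave as many calls, 22 in Runx1 KO, 276 in Foxl2 KO, 388 in DKO, 11 in DKO against Foxl2 KO and 180 in DKO against Runx1 KO, where the highest other split gave 1, 1, 2, 2 and 1. For the interaction 3 of 100 draws, the real labels included, gave as many as the real 2 calls, a share under 0.05, but the highest other draw also gave 2, and each call was lost in some fits that left out 1 array.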

How the results depend on the processing

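The fits with no offset, an offset of 50, a floor of 16, the study's rule over every probe set and the oocyte covariate, and the list tests with an estimated correlation without Control replicate 4, were chosen after the results were seen. For results of named genes, 5876 kept their direction and side of the threshold, 486 became weaker, 20 stronger, 12 values without a test moved and 2 reversed. The reversals were Hamp2 in DKO (-0.16) and in DKO against Runx1 KO (-0.19) without probe sets shared between transcripts. Another probe set then stood for the gene. Its mean log2 level of 4.52 lay below background, so these reversals say nothing about Hamp2. For counts that moved over 1.5 times the cause was not tested unless the alternative is built to change it, as an unadjusted threshold or fewer arrays are. Under the study's rule (unadjusted p under 0.05 and over 1.5-fold) the counts were 510 in Runx1 KO, 914 in Foxl2 KO, 1087 in DKO, 402 in DKO against Foxl2 KO, 752 in DKO against Runx1 KO and 572 in the interaction, with 182 shared by the single knockouts, 511 by DKO and Foxl2 KO and 221 by DKO and Runx1 KO, the latter 22.1% of the genes that fell and 19.5% of those that rose in DKO. With every probe set counted they were 766, 1278, 1457, 620, 1045 and 973, with 270 and 674 shared. The study's one-way analysis with adjustment gave 13 in Runx1 KO, 7 in DKO against Foxl2 KO, 0 in the interaction and 8 shared. The mean of probe sets gave 13 in Runx1 KO. Genes above the median level gave 13 in Runx1 KO, 5 in DKO against Foxl2 KO, 0 in the interaction, 7 shared, and r = 0.485 for Foxl2 loss in both Runx1 backgrounds. Array weights gave 18 in DKO against Foxl2 KO, and the replicate block gave 7 there and 0 in the interaction. With only the groups compared, which leaves fewer arrays, the counts were 6 in Runx1 KO and 175 in Foxl2 KO. They were 4 in DKO against Foxl2 KO and 104 in DKO against Runx1 KO. The single knockouts then shared 3 calls, DKO and Foxl2 KO 109, and DKO and Runx1 KO 6. No offset gave 14 in Runx1 KO and 0 in the interaction, and a floor of 16 gave 17 in DKO against Foxl2 KO and 0 in the interaction. The oocyte covariate gave 12 in Runx1 KO, 0 in the interaction and 8 shared. Camera called 14 lists over the contrasts, against 0 with an estimated correlation, 0 with it without Control replicate 4, and 8 with fry, which were not all among the 14. Fry called the steroidogenic list in Runx1 KO, the Sertoli list in Foxl2 KO, the Sertoli, steroidogenic, mesonephric duct and WNT target lists in DKO, and the Sertoli and WNT target lists in DKO against Runx1 KO. Leaving out each array in turn gave 12 to 21 calls in Runx1 KO, 183 to 294 in Foxl2 KO, 277 to 395 in DKO, 6 to 16 in DKO against Foxl2 KO, 111 to 205 in DKO against Runx1 KO and 0 to 4 in the interaction. It was 0 without Control replicate 4, Runx1 KO replicate 4, Foxl2 KO replicate 1, 3 or 4, or DKO replicate 2 or 4, 1 without Control replicate 1, Runx1 KO replicate 1 or DKO replicate 3, and 4 without Control replicate 3. Shared calls ranged from 7 to 13 for the single knockouts and from 130 to 194 for DKO and Foxl2 KO and from 10 to 20 for DKO and Runx1 KO, r from 0.0213 to 0.133 for Runx1 loss and from 0.270 to 0.350 for Foxl2 loss, and list calls from 9 (without Runx1 KO replicate 2) to 18. Foxl2 ranged from -0.34 to -0.12 in Runx1 KO, -2.45 to -2.13 in Foxl2 KO, -2.50 to -2.27 in DKO, -0.23 to 0.05 in DKO against Foxl2 KO, -2.25 to -2.07 in DKO against Runx1 KO and -0.02 to 0.29 in the interaction. Runx1 ranged from -0.83 to -0.44, 0.13 to 0.26, -0.03 to 0.02, -0.26 to -0.14, 0.44 to 0.83 and 0.22 to 0.62 in the same order, and was called in DKO against Runx1 KO without Runx1 KO replicate 4. Signal over background limits dim genes, as 11.2% to 15.6% of probe sets per array lay below 16. The 3' to 5' ratio of Gapdh ran from 3.39 to 4.69 in control and from 3.54 to 4.47 in Foxl2 KO ovaries. It ran from 4.46 to 5.22 in Runx1 KO and from 4.21 to 5.96 in DKO. No Runx1 KO or DKO ovary exceeded the highest control ratio of actin (1.201) or the transferrin receptor (0.647). Whether RNA quality contributes to the calls was not tested.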

Other observations

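The list tests without Control replicate 4 were singled out after the result was seen. Genes of germ cells and of meiosis had medians near 0 in every knockout group. For 12 germ cell genes the median log2 difference from control was 0.01 in Runx1 KO, 0.01 in Foxl2 KO and 0.06 in DKO, and for 16 meiosis genes it was 0.02, 0.01 and 0.06, with none called in any of the 3 comparisons. The 17 activin, BMP and TGF-beta genes had medians of 0.06, 0.14 and 0.14, with Fst in DKO as the only call. The 6 genes of the mesonephric ducts had medians of 0.52, 0.19 and 0.36, and of these Pax8 rose in Foxl2 KO (1.74 ± 0.35, limma adjusted p = 0.0184) and in DKO. The Pax8 call in Foxl2 KO was lost without Foxl2 KO replicate 2 or 4 (adjusted p up to 0.0585). Of 9 basement membrane genes, the laminin gene Lama1 fell in Foxl2 KO (-0.76 ± 0.15, adjusted p = 0.0159) and in DKO (-0.64 ± 0.15, adjusted p = 0.0363). The Lama1 call was lost in Foxl2 KO without Control replicate 2, Control replicate 3 or Foxl2 KO replicate 3 (adjusted p up to 0.0605), and in DKO in 7 of 16 fits that left out 1 array (up to 0.111).

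Genes of other somatic cells were not called in any knockout group against control. The medians in Runx1 KO, Foxl2 KO and DKO were 0.06, 0.12 and 0.17 for 12 stroma genes, 0.17, 0.17 and 0.02 for 10 macrophage genes, 0.08, -0.18 and -0.07 for 8 surface epithelium genes, 0.12, 0.24 and 0.47 for 4 adrenal-like genes, and 0.13, -0.18 and 0.19 for 3 hedgehog targets. For 14 proliferation genes they were -0.07, -0.12 and 0.02, and without Control replicate 4 the DKO median was 0.27 and the list was called (adjusted p = 0.0130, and adjusted p = 0.759 with an estimated correlation). The pre-granulosa list was called lower in Runx1 KO without that array (median -0.16, adjusted p = 0.0295, and adjusted p = 0.583 with an estimated correlation).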
